A study of Mus musculus with 18 samples.

How the data were processed

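Liver RNA of 18 female C57BL/6 mice was measured on a focused cDNA array named Steroltalk, which holds probes for genes of sterol, bile acid, drug, lipid and glucose metabolism, inflammation and the circadian clock. Per the labels, the mice were 16 weeks old, received a diet with 1% cholesterol for 1 week, were given one oral dose of tap water (vehicle), rosuvastatin (20 mg/kg) or atorvastatin (40 mg/kg), and were killed 24 h later. Each array carried the RNA of 1 mouse labelled with Cy3 against a common reference, a pool of all the samples, labelled with Cy5. There were no dye swaps, so a dye effect is shared by all arrays and drops out of a difference between groups. The labels put 6 mice in each of the 3 groups.

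The files of each array hold the deposited spot intensity values: per the file headers these are the median brightness of the spot and of its local background in the sample and reference channels, on a linear scale and with no background removed. The image software, its version and the scanner are not given in the sources used here. Each array had 1440 spots, of which 870 belonged to 289 gene probes, and 288 of these probes were spotted 3 times. The authors also deposited a table of log2 ratios, with 1 value for each probe and array. Set against the scanner values of the same array, those ratios ran in the direction of sample over reference (Pearson r across probes 0.924 to 0.997), and the calibration spike-ins lay near 0. The column medians of that table over gene probes were between -0.307 and 0.551, the steps that led to it are not given in the sources used here, and 2093 gene values are empty, so that 139 gene probes have a value on every array. In this table the ratio spike-in called Lratio6 had values of -0.38, -0.39 and -0.66 on vehicle arrays 1, 3 and 4 and up to 2.83 elsewhere, while in the scanner values it was 1.28 to 2.71 on every array. The scanner intensities were therefore used, and the table served as an alternative.

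The analysis was run in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Background was corrected in both channels by normexp with an offset of 50. The log2 ratio of sample over reference was normalised within each array by loess, with control spots at weight 0, and control spots were then left out. Ratios of the spots of 1 probe were averaged. A spot was called above background where its sample intensity passed the local background plus 2 background SDs, and probes above background on at least 6 of the 18 arrays were kept. This left 188 probes for 184 genes, with 144 of the probes above background on every array. Saturated spots were kept. The reference channel was saturated on at least 1 array for 13 of the kept probes, and on all 18 arrays for Alb and Cyp3a11, so that ratios of these probes are compressed. The rest of the 13 were Cyp3a41a (11 arrays), Orm1 (10), Scp2 (9), C3 (8), Scd1 (8), Slco1b2 (7), Saa4 (6), Apoa1 (5), Cyp2e1 (5), Saa2 (4) and Saa1 (1). Of the gene lists described below, acute phase and complement holds Orm1, C3, Saa1, Saa2 and Saa4. Drug metabolism P450s holds Cyp3a11, Cyp3a41a and Cyp2e1, so the means of both lists include compressed ratios. For a gene with several probes, the probe with the highest mean intensity was used in gene lists and for naming.

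Gene names of the array design were matched to the RefSeq gene table of mouse assembly GRCm38.p6, which served for names alone. Of the 289 names, 273 matched, 212 of them by current symbol, 12 by another spelling and 49 through an older symbol. The names C4, Cbp, Tcf1, Tim, Acas2 and Lip1 can stand for several genes and were kept as written in the files, as were Nr3a2, Prkc, Ikapa-b, Sapk and Nr3c4, which had no match. A further 5 probes are human sequences and are called human probes. Genome coordinates are not used here.

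All 18 arrays entered one limma fit (lmFit and eBayes) with a mean for each group and no block, and 3 contrasts were taken: rosuvastatin against vehicle, atorvastatin against vehicle and atorvastatin against rosuvastatin. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the 188 probes of a contrast, and the threshold was an adjusted p of 0.05. Intervals are 95% confidence intervals of the same fit, and the number of arrays limits their precision. For the text, the rule was to name the 12 highest and 12 lowest changes past the threshold. Where fewer than 20 genes passed, those with the smallest p were added up to 20. Added to these were the measured members of the lists cholesterol synthesis and SREBP pathway and the smallest-p member of each other list. For atorvastatin against rosuvastatin, the members of those lists outside the 20 are summarised. Some genes that the rule names are not reported here, but they remain in list means, counts and tests. The design, the rule, the gene lists and most alternatives were set before the data were examined.

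From textbook pathways, 21 gene lists were written, and the 15 with at least 3 measured genes were tested with fry, which asks whether the genes of a list move on balance one way, and in its mixed form whether they move either way. Neither form compares a list with other genes. The competitive test camera, with an estimated correlation, served as an alternative. Members were also counted with p adjusted over the list alone. The correlation of both statin effects was set against 10000 draws of unchanged groups that shared a control group. That control group was drawn anew each time from deviations of all mice from their group means. It was also set against splits of the vehicle arrays into 3 and 3, so that the statins shared no vehicle array.

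The area of the background ring in pixels took 4 values over the arrays and was treated as a batch of image reading, although whether it marks a real batch is unknown. A ring of 197 pixels belonged to 11 arrays (4 vehicle, 4 rosuvastatin and 3 atorvastatin), 212 and 214 pixels to 2 arrays each and 228 pixels to 3 arrays. Scan dates and slides are not given in the sources used here. Values were computed within the batch of 11 arrays and with the batch as a block, since the smaller batches hold at most 2 arrays of a group.

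The steps were tested on simulated data with the spread of these arrays. With 10 of 188 probes altered by 0.5, 1 or 2 log2 units, 60.4%, 88.2% and 98.6% of them were recovered for rosuvastatin against vehicle, and 59.4%, 90.2% and 98.2% for atorvastatin against vehicle. A list lowered by 0.5 was found by fry and by camera in 100% of the data sets, which were simulated with independent probes. Genes of the real lists varied jointly between mice, so this share does not carry over to them. The real cholesterol synthesis mean had an SE of 0.227 for rosuvastatin against vehicle. Alternatives covered the background correction, the normalisation within and between arrays, a shift fitted on spike-in spots, the filter on dim probes, the replicate number or the batch as a block, array weights, a fit of only the compared groups, the deposited log2 table, and each array left out in turn. Leaving out vehicle 5 together with atorvastatin 4, leaving out probes saturated in the reference, and leaving single arrays out of the batch of 11 were added after the data had been seen.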

Results

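Hepatic transcripts were measured in 18 mice that had eaten a cholesterol-rich diet for 1 week and were killed 24 h after a single oral dose of vehicle, rosuvastatin or atorvastatin, with 6 mice in each group. Statins are drugs that lower cholesterol by inhibiting its synthesis. Rosuvastatin is built around a pyrimidine ring and atorvastatin around a pyrrole ring, and both carry a dihydroxy acid side chain. Doses differed (20 and 40 mg/kg), so drug and dose cannot be separated in the comparison of both statins. Values are log2 ratios of a mouse over the pooled reference, and differences between groups are log2 fold changes.

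The median intensity of gene spots ran from 206 (rosuvastatin 5) to 376 (vehicle 5) in the sample channel and from 267.5 (rosuvastatin 5) to 659.5 (vehicle 3) in the reference channel, over median backgrounds of 62 to 146 and 39 to 55. Of the 289 gene probes, 155 (rosuvastatin 1) to 218 (vehicle 5) were above background on an array. The log2 ratios of most arrays correlated closely with each other across probes, with a median r of up to 0.893 for atorvastatin 6. Atorvastatin 4 and vehicle 5 stood apart with a median r of -0.464 and 0.252 with the other arrays. Saa1, Saa2 and Saa3 had the widest ranges over the arrays (7.52, 7.50 and 6.80 log2 units). They were highest of their group on both of these arrays. These probes therefore weigh heavily in r, and r without them was not computed. Vehicle 5 also had the lowest array weight (0.26), and the median log2 ratio of its spike-ins was -0.13, where the other arrays had -1.70 to -0.59. The labels give the same dyes for atorvastatin 4 as for the rest, and its ratio spike-in Lratio6 was 1.53, within the range of the other arrays, so its direction was kept. In a probe the median SD between mice of a group was 0.197, and the median SE of a difference between groups was 0.113.

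The comparison of rosuvastatin with vehicle asks whether a single dose alters liver transcripts on the cholesterol diet. The xenobiotic receptor genes Nr1i2 (PXR) and Nr1i3 (CAR) had the smallest p-values, with log2 fold changes of 0.41 (SE 0.12, 6 mice in each group) and 0.37 (SE 0.12), and all 6 treated mice lay above the vehicle mean for both. The Nr1i2 probe was dim, and its value was 1.1 with plain background subtraction and 0.31 without rosuvastatin 3. Of 16 measured cholesterol synthesis genes, 15 had values below 0, with a list mean of -0.37. None of these differences passed the test: 0 of 188 probes reached an adjusted p of 0.05 in limma, the smallest adjusted p being 0.578 for Nr1i2, and 12 probes (7 higher and 5 lower) had an unadjusted p under 0.05 where chance gives 9.4.

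Among the cholesterol synthesis genes, Fdps, which makes farnesyl diphosphate, had a log2 fold change of -0.88 (95% confidence interval -1.87 to 0.11), Msmo1 of -0.67, Lss (lanosterol synthase) of -0.59, Cyp51 of -0.59, Hmgcs1 of -0.57 and Nsdhl of -0.56. Fdft1, Sc5d and Mvd were at -0.41, -0.38 and -0.29. Values closer to 0 belonged to Dhcr7 (-0.19), Idi1 (-0.18), Mvk (-0.16), Acat2 (-0.04) and Ebp (0.00). No member passed over all probes or adjusted over the list alone, and fry gave the list an adjusted p of 0.703. The group means of the list were 0.09 ± 0.48 (SD, n = 6) for vehicle, -0.28 ± 0.37 for rosuvastatin and -0.01 ± 0.30 for atorvastatin. Within the batch of 11 arrays, which is inferred from the area of the background ring alone, the difference in the list mean between rosuvastatin and vehicle was 0.06 (SE 0.211, 4 arrays against 4). The sign rested on single mice, since the value was -0.15 without vehicle 5 and -0.01 without rosuvastatin 5. With the batch as a block it was -0.30 (SE 0.245). Single genes turned as well: Fdft1 (0.04), Nsdhl (0.10), Cyp51 (0.14), Dhcr7 (0.13), Mvd (0.21), Mvk (0.15) and Ebp (0.12) were above 0 within the batch, and all of these but Mvk and Ebp were below 0 there without vehicle 5. Hmgcs1 and Sc5d shrank to -0.05 and -0.02 within the batch.

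**Figure D1:**
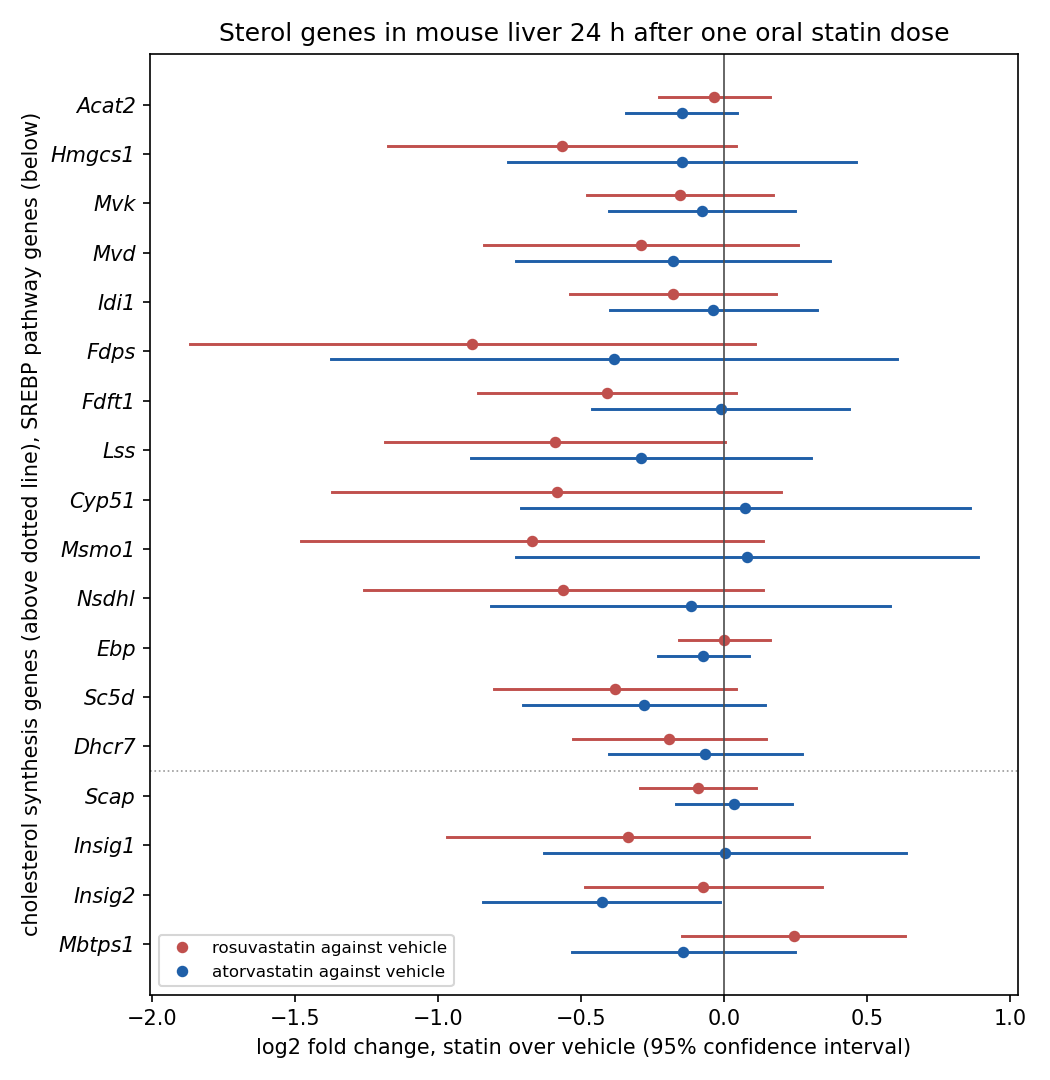
Log2 fold change (x axis, statin over vehicle) of measured genes of the cholesterol synthesis and SREBP pathway lists (y axis), with points for the estimates of rosuvastatin (red) and atorvastatin (blue), 6 mice in each group, and lines for 95% confidence intervals of the limma fit. Most red points lie to the left of 0, down to -0.88 for Fdps, and no gene passed the adjusted threshold.

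In the SREBP pathway list, which senses sterols, Insig1 was at -0.34, Scap at -0.09, Insig2 at -0.07 and Mbtps1, a protease that cleaves SREBPs, at 0.24, with a list mean of -0.10. Insig1 was at -0.15 without rosuvastatin 4 and Scap at -0.03 without vehicle 5. Within the batch of 11 arrays Insig1 was at 0.30 (0.10 without vehicle 5) and the list mean at 0.08 (-0.01 without vehicle 5). The only list with an unadjusted p under 0.05 was cytokine and NF-kB signalling (mean 0.19 over 3 genes, p = 0.026 by fry), whose adjusted p was 0.387, and 0.407 by camera with an estimated correlation. Its member Icam1, an adhesion molecule, had a log2 fold change of 0.18. Of the 15 drug metabolism P450s, 13 had values above 0 (mean 0.12, adjusted p = 0.517), led by Cyp2e1 at 0.21, although the mean was -0.022 with arrays shifted on the spike-in spots. Over the 15 lists the adjusted p by fry was 0.387 to 0.929, and no list passed in the mixed form or by camera.

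Further genes with small p-values had modest differences. Cyp7b1, of the alternative bile acid pathway, was at 0.26, Irs1 (insulin receptor substrate) at 0.16, Nfkbia, an inhibitor of NF-kB, at 0.31, Nr3c4 at 0.23 and the exporter Abcc3 at 0.28. Below 0 were the steroidogenic Cyp17a1 (-0.60), the kinase gene Camk1d (-0.21), Ucp2 (-0.35), Ppia (cyclophilin A, often used as a reference gene, -0.18) and the probe named Acas2 (-1.02, interval -2.03 to -0.0033), a name shared by several genes. Leading members of other lists were Cry1 (0.25), Scd1 (-0.46), Apoe (0.17), Pklr (-0.29), Apcs (-0.37), Alas1 (0.30), Alb (0.19) and Adipoq (0.04). In the batch of 11 arrays Nr1i2 was at 0.26 (0.18 without vehicle 2), Nr1i3 at 0.24 (0.16 without rosuvastatin 6) and Cyp17a1 at -0.20 (-0.11 without vehicle 4 and -0.39 without rosuvastatin 5). Scd1, Pklr and Ucp2 shrank to -0.09, -0.12 and -0.14 in the batch. Acas2 was at -0.12, Lss at -0.01, Fdps at 0.07 and Msmo1 at 0.08 there, while the batch gave -0.64, -0.31, -0.45 and -0.32 without vehicle 5, and 0.36, 0.21, 0.48 and 0.30 without vehicle 6. Spots above background were found on 3 rosuvastatin and 2 vehicle arrays for Nr1i2 and for Adipoq, on 5 and 3 for Icam1, on 4 and 3 for Irs1, on 4 and 2 for Nr3c4, on 3 and 4 for Ucp2, on 4 and 4 for Mbtps1, on 4 and 6 for Nsdhl and Dhcr7, on 5 and 6 for Hmgcs1 and Pklr, and on 5 and 5 for Mvk.

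For rosuvastatin against vehicle the interval of the difference lay within 1 log2 unit on either side of 0 for 173 of the 188 probes. Fdps was not among these, so a larger change is not excluded for every cholesterol synthesis gene. Other genes of that list were also measured with low precision. The SD between mice of a group was 0.71 for Msmo1, 0.69 for Cyp51, 0.61 for Nsdhl, 0.53 for Hmgcs1 and 0.52 for Lss. Over all probes the median SD was 0.197, so the count of 173 says less about these genes. The number of probes with an unadjusted p under 0.05 depended on single mice: it was 29 without vehicle 5, 22 without rosuvastatin 5, 7 without rosuvastatin 3, 6 without vehicle 1 and 5 without rosuvastatin 4, while no probe passed the adjusted threshold in any of these fits.

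The comparison of atorvastatin with vehicle asks the same question for the other statin. Ppia had a log2 fold change of -0.31 (SE 0.08, 6 mice in each group) and Cebpz of -0.29 (SE 0.09), and Pdhb, which encodes a subunit of pyruvate dehydrogenase, of -0.36 (SE 0.12). Ppara, the receptor that governs fatty acid oxidation, was at 0.37 (SE 0.13). All 6 treated mice lay beyond the vehicle mean for each of these 4 genes. None passed the test: 0 of 188 probes reached an adjusted p of 0.05 in limma, the smallest adjusted p being 0.381 for Ppia, and 16 probes (7 higher and 9 lower) had an unadjusted p under 0.05 where chance gives 9.4. Ppia and Cebpz passed only in an alternative fit with the replicate number as a block, described below.

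The interval of every cholesterol synthesis gene included 0. Fdps was at -0.39 (interval -1.38 to 0.60), Hmgcs1 at -0.15, Lss at -0.29, Sc5d at -0.28, Mvd at -0.18, Acat2 at -0.15, Nsdhl at -0.12, Mvk at -0.08, Ebp at -0.07, Dhcr7 at -0.07, Idi1 at -0.04 and Fdft1 at -0.01. Cyp51 (0.07) and Msmo1 (0.08) had values above 0, and were at 0.71 and 0.58 within the batch of 11 arrays. Vehicle 5, which is in that batch, was the lowest vehicle mouse for both (-1.69 and -1.71) and so raises these batch values. Without vehicle 5 Fdps was at -0.79 and Lss at -0.53, and without vehicle 1 they were at -0.15 and -0.11. The list mean was -0.10 with 13 of 16 members below 0 and an adjusted p of 0.799 by fry, and no member passed over all probes or adjusted over the list alone. Within the batch of 11 arrays the list mean was 0.26, and 0.05 without vehicle 5. Values in the batch were above 0 for Fdps (0.34), Hmgcs1 (0.34), Nsdhl (0.44), Fdft1 (0.36), Mvd (0.24), Dhcr7 (0.22), Idi1 (0.18), Lss (0.15), Mvk (0.12), Ebp (0.02) and Sc5d (0.01). These values rest on single mice: without vehicle 5 the batch gave -0.18 for Fdps, -0.15 for Lss and Sc5d, -0.03 for Mvd, -0.01 for Ebp, 0.02 for Hmgcs1 and Mvk, 0.07 for Dhcr7, 0.11 for Nsdhl and 0.20 for Fdft1, and without atorvastatin 2 it gave -0.11 for Idi1. Of the SREBP pathway genes, Insig2, which retains SREBPs in the endoplasmic reticulum, was at -0.43 (interval -0.85 to -0.01). Mbtps1 was at -0.14 (-0.33 in the batch), Scap at 0.03 and Insig1 at 0.00 (0.38 in the batch). For Mbtps1, atorvastatin 2, which is in the batch, was the lowest of its group at -1.28.

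Among other named genes, the apolipoprotein genes Apoc1 and Apoc3 were at -0.26 and -0.22, Cyp2a4 at -0.30, Sumo2 at -0.15, Ppp1r3c, which targets a phosphatase to glycogen, at -0.43, and a human TUBB2B probe at -0.59. Values above 0 were found for Abcc3 (0.35), Nr1i3 (0.27), Nr3c4 (0.26), Cyp2e1 (0.23), Icam1 (0.16), Nfkbia (0.29), the coactivator Ppargc1a (0.20), Adipoq (0.12) and Alas1 (0.39), the rate-limiting enzyme of haem synthesis. Leading members of other lists were Scd1 (-0.45), Cyp17a1 (-0.47), Ucp2 (-0.30), Arntl (-0.18), Mapk8 (-0.13), Cyp39a1 (-0.13), Saa4 (0.17) and Alb (0.02). In the batch of 11 arrays Ppia was at -0.20, Cebpz at -0.22, Pdhb at -0.28, Ppara at 0.22, Alas1 at 0.74 and Cyp39a1 at 0.0023. Scd1 and Ucp2 shrank to -0.035 and -0.08 there. Without vehicle 6 the batch gave -0.13 for Ppia, -0.14 for Pdhb and 0.10 for Ppara, and without vehicle 5 -0.12 for Cebpz. Spots above background were found on 4 atorvastatin and 2 vehicle arrays for Nr3c4 and Adipoq, on 2 and 3 for Icam1, on 3 and 4 for Ucp2 and Mbtps1, on 5 and 6 for Dhcr7 and on 6 and 5 for Mvk.

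Cytokine and NF-kB signalling was the only list with an unadjusted p under 0.05 for atorvastatin against vehicle (mean 0.19, p = 0.025 by fry), and its adjusted p was 0.371, or 0.560 by camera with an estimated correlation. Glucose metabolism had a mean of -0.13 with 6 of 9 genes below 0 (adjusted p = 0.458 by fry), and the SREBP pathway a mean of -0.13 (adjusted p = 0.699). Over the 15 lists the adjusted p by fry was 0.371 to 0.924, and no list passed in the mixed form or by camera. The interval of the difference lay within 1 log2 unit on either side of 0 for 176 of the 188 probes, with Fdps again outside that count. The count of 16 probes at an unadjusted p under 0.05 was 31 without vehicle 5, 10 without vehicle 6 and 10 without atorvastatin 4, with no probe past the adjusted threshold in these fits.

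The direct comparison asks whether both statins, at their different doses, gave different transcript levels. For atorvastatin against rosuvastatin, Apoc1 had a log2 fold change of -0.28 (SE 0.10, 6 mice in each group), Cebpz of -0.25, Camk1d of 0.24 and Nr1i2 of -0.27 (-0.65 with plain background subtraction and -0.17 without rosuvastatin 3). Drug metabolism P450s had a mean of -0.16, with 13 of 15 genes below 0, and cholesterol synthesis a mean of 0.28, with 14 of 16 genes above 0. None passed the test: 0 of 188 probes reached an adjusted p of 0.05 in limma, the smallest adjusted p being 0.653 for Apoc1, and 10 probes (2 higher and 8 lower) had an unadjusted p under 0.05 where chance gives 9.4.

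The P450 list had the smallest list p of this contrast (p = 0.012 by fry), which became 0.180 after adjustment and 0.310 by camera with an estimated correlation, and its mean in the batch of 11 arrays was -0.17, or -0.08 without atorvastatin 2. Its leading member Cyp1a2 was at -0.33, and Cyp2a12 was at -0.17. Of the cholesterol synthesis genes, Msmo1 differed by 0.75 (interval -0.06 to 1.56) and Fdft1 by 0.40, and the list had an adjusted p of 0.749 by fry. The remaining members had intervals that included 0. Other values were -0.51 for Ppp1r3c, -0.39 for Mbtps1, -0.16 for Irs1, -0.25 for Cyp4b1, -0.21 for Nr1h4 (the bile acid receptor FXR), -0.20 for Cyp7b1, 0.18 for C4bp and 0.24 for Abcc1. The clock genes Cry1, Arntl and Rora were at -0.25, -0.21 and -0.13. Leading members of other lists were Actb (-0.32), Alb (-0.17), Mlxipl (-0.08), Alas1 (0.09), Adipoq (0.08), Cyp11a1 (0.07) and Fos (0.05). Over the 15 lists the adjusted p by fry was 0.180 to 0.970, and no member of any list passed over all probes or adjusted over the list alone.

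For this contrast the interval of the difference lay within 1 log2 unit on either side of 0 for 175 of the 188 probes, with Msmo1 outside that count. No list passed in the mixed form or by camera. Spots above background were found on 4 atorvastatin and 4 rosuvastatin arrays for Irs1, on 3 and 3 for Nr1i2, on 3 and 4 for Mbtps1, on 4 and 6 for Abcc1, on 6 and 5 for Rora, on 4 and 3 for Adipoq, on 4 and 2 for Cyp11a1 and on 2 and 3 for Fos. In the batch of 11 arrays Apoc1 was at -0.34 (-0.22 without atorvastatin 2), Camk1d at 0.13 (0.01 without rosuvastatin 2 and 0.21 without rosuvastatin 6), Cebpz at -0.20, Nr1i2 at -0.21, Fos at -0.01 and the cholesterol synthesis mean at 0.20. The count of 10 probes at an unadjusted p under 0.05 was 6 without rosuvastatin 1.

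The log2 fold changes of both statins against vehicle had a Pearson r of 0.42 across 188 probes, which are not independent replicates, and 119 of the probes had the same sign in both. Both contrasts share the vehicle arrays. In draws of unchanged groups that shared a control group, r averaged 0.46, with 95% of draws between -0.47 and 0.94. The mean covariance of these draws was 0.0246 against the observed 0.0192. Their control group was itself drawn each time, from mice of all groups as deviations from the group means. The same array could be drawn into control and treated groups. The draws therefore describe a shared control group in general and not these vehicle arrays. When the vehicle arrays were split so that each statin had its own 3, r averaged -0.06 over 20 assignments and ran from -0.44 to 0.31. The r of 0.42 became 0.20 without atorvastatin 3 and 0.74 without vehicle 5 and atorvastatin 4. No effect shared by the statins was detectable beyond that of a shared control group, and draws this wide leave little power to see one.

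Mice of the same group differed widely in acute-phase transcripts. The acute phase and complement list had means of -0.96 ± 0.49 (SD, n = 6) in vehicle, -1.26 ± 0.27 in rosuvastatin and -0.92 ± 0.73 in atorvastatin mice, and its members were tested as a list with no adjusted p under 0.05 in any contrast. Some lists gave little or no measurement: of macrophage and leukocyte markers and of endothelial, stellate and duct markers 0 genes were on the array, and of other drug metabolism genes, hepatocyte secretory genes, and blood, pancreas and fat markers 1 gene each was measured. Housekeeping genes had 2. The mean, the median and the direction by fry did not all have the same sign for fatty acid oxidation and ketogenesis (3 genes) in every contrast and for the circadian clock (5 genes) in both contrasts against vehicle. The same held for glucose metabolism, bile acid and sterol transporters, and insulin and adipokine signalling in rosuvastatin against vehicle, and for the SREBP pathway and cytokine and NF-kB signalling in atorvastatin against rosuvastatin.

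**Figure D2:**
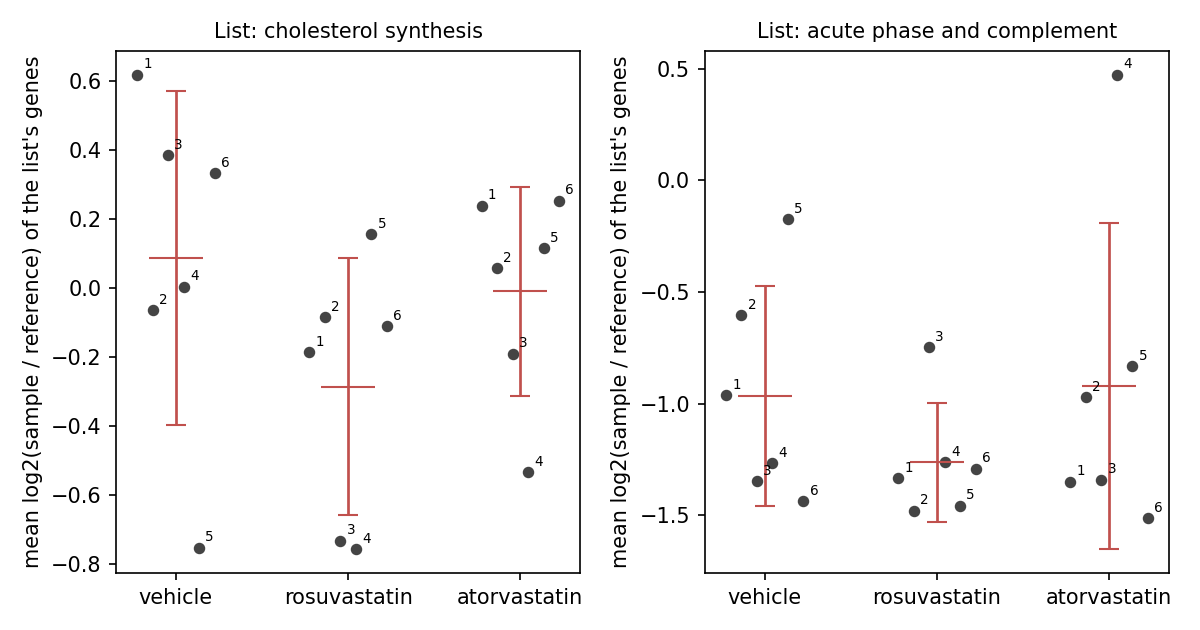
Mean log2 ratio of sample over reference (y axis) of the cholesterol synthesis list (left) and the acute phase and complement list (right) in each mouse (points, numbered by replicate) of the 3 groups (x axis), with group means and SDs in red, n = 6. Vehicle 5 has one of the lowest cholesterol synthesis means (-0.75), and atorvastatin 4 the highest acute-phase mean (0.47).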

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

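The tests of the pattern on atorvastatin 4 were chosen after its values had been seen. Among the genes of the naming rule and the list means, 14 of 255 groups of 6 mice held a mouse far from the others of its group, where Dixon's criterion picks out about 12.75 by chance (5% of groups), so there was little excess. Saa1 to Saa3, added after their values were seen, gave 6 more, which cannot count as an excess. Of the 20 in all, atorvastatin 4 accounted for 6, rosuvastatin 3 for 4 and vehicle 6 for 3.

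Serum amyloid A transcripts, which the liver makes in the acute phase of inflammation, set atorvastatin 4 and rosuvastatin 3 apart from the others of their groups (Saa1 to Saa3 were chosen after their values were seen). On atorvastatin 4 the log2 ratios were 1.65 for Saa1, 1.62 for Saa2 and 1.88 for Saa3, and on rosuvastatin 3 they were -3.47, -3.52 and -3.03, each the highest of its group. Rosuvastatin 3 was not high among all mice, since vehicle 5 (-1.44, -1.45 and -1.41) and vehicle 2 (-2.54 for Saa1) lay above it. Saa1 and Saa2 are near-identical genes, so their probes can bind both transcripts. The mean of the acute phase and complement list was 0.474 on atorvastatin 4 and -0.748 on rosuvastatin 3, again the highest of each group, and the cytokine and NF-kB list mean (0.23) and Fos (0.484) were also highest on atorvastatin 4.

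A faulty spot is argued against on atorvastatin 4, since the spots of a Saa1, Saa2 or Saa3 probe differed by at most 0.0682 log2 units there. Exchanged channels are argued against as well: the ratio spike-in Lratio6 was 1.53 on that array, between the 1.28 and 2.71 of the others. Of the 13 other acute-phase genes, 11 were highest on atorvastatin 4 among the 6 atorvastatin mice, where random ranks give 2.17, which is consistent with an acute-phase response in that mouse as a hypothesis. Genes of one response are not independent, and the design gives no cause for a response in 1 mouse, so no biological explanation from the groups was tested.

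The remaining values that stood apart are given without an explanation. On vehicle 5, Msmo1 (-1.71) and Nr3c4 (-0.578) were lowest of their group. Idi1 (0.642) and Mbtps1 (0.201) were highest and Saa4 (-0.458) lowest on vehicle 6, and Cry1 was lowest on vehicle 2 (-0.524). Pklr (0.618) and the glucose metabolism list mean (0.223) were highest on rosuvastatin 5, Cyp2a4 was lowest on rosuvastatin 4 (-0.166), and Nr3c4 was highest on atorvastatin 1 (0.393).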

How the results depend on the processing

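The counts of 0 probes past the adjusted threshold and of 0 lists held for every contrast under all alternatives, planned or added after the data were seen, and with each array left out, with 1 exception. With the replicate number as a block (replicate block), 2 probes passed for atorvastatin against vehicle: Ppia (-0.31) and Cebpz (-0.29), both with an adjusted p of 0.0467 by limma. The cause was not tested. The fit changed no other count of calls. The labels number the mice 1 to 6 in each group without saying that a number is shared, and 10 of 18 pairs of arrays with the same number deviated together with r over 0.1 (-0.603 to 0.613), while 5 arrays correlated best with one of their own number, so the numbers were not taken as pairs. Over the alternatives and with single arrays left out, the smallest adjusted p was 0.0637 for rosuvastatin against vehicle (without vehicle 5 and atorvastatin 4) and 0.188 for atorvastatin against rosuvastatin. The correlation of both statin effects was 0.35 to 0.74 over the alternatives and 0.20 to 0.63 with 1 array left out. Counts at an unadjusted p under 0.05 ran from 4 to 29 for rosuvastatin against vehicle, from 5 to 31 for atorvastatin against vehicle and from 0 to 16 for atorvastatin against rosuvastatin, the lowest of each in the deposited log2 table. The spike-in shift moved the median log2 fold change of all probes to -0.0977 and -0.123 for rosuvastatin and atorvastatin against vehicle, so the sign changes under it are in part that common shift. In the deposited log2 table the same medians were -0.0923 and -0.0868 over 170 probes. Its sign changes to values below 0 can therefore be in part a common shift as well. Of 111 named gene values, 23 changed sign under at least 1 alternative other than the batch of 11 arrays, 23 had the opposite sign within that batch, and 52 moved by over 1.5 times with some array left out (25 of them without vehicle 5 and 22 without atorvastatin 4). Dim probes limit the values: 144 of the 188 probes were above background on every array.

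Apart from that batch, the following log2 values had the opposite sign to the reported ones. With arrays shifted on the spike-in spots they were the P450 list mean -0.022, Adipoq -0.00035 and Alb -0.054 for rosuvastatin against vehicle, and Adipoq -0.034, Alb -0.17, Cyp51 -0.034, Insig1 -0.11, Msmo1 -0.035, Saa4 -0.0070 and Scap -0.061 for atorvastatin against vehicle, and Adipoq -0.034 for atorvastatin against rosuvastatin. With array weights they were Acat2 0.039 for rosuvastatin against vehicle, and Alb -0.017 and Idi1 0.00015 for atorvastatin against vehicle, and Fos -0.0054 for atorvastatin against rosuvastatin. In the deposited log2 table they were Cyp2e1 -0.048 for rosuvastatin against vehicle, and Dhcr7 0.014, Insig1 -0.067 and Scap -0.077 for atorvastatin against vehicle. Without vehicle 5 and atorvastatin 4 they were Cyp51 -0.11, Idi1 0.062, Insig1 -0.035 and Msmo1 -0.039 for atorvastatin against vehicle, and Fos -0.034 for atorvastatin against rosuvastatin. Without background correction they were Ebp 0.020 for rosuvastatin against vehicle, and Fdft1 0.0039 for atorvastatin against vehicle. With a normexp offset of 0 they were Ebp 0.013 for rosuvastatin against vehicle, and Fdft1 0.0049 for atorvastatin against vehicle. With plain background subtraction they were Ebp 0.017 for rosuvastatin against vehicle, and Fdft1 0.0089 for atorvastatin against vehicle. With scaling between arrays they were Ebp 0.036 for rosuvastatin against vehicle, and Dhcr7 0.019, Fdft1 0.058 and Nsdhl 0.024 for atorvastatin against vehicle. With the image-reading batch as a term they were Ebp 0.033 for rosuvastatin against vehicle, and Dhcr7 0.058, Fdft1 0.078, Idi1 0.036, Mvk 0.011 and Nsdhl 0.016 for atorvastatin against vehicle. With median centring in place of loess they were Alb -0.022, Dhcr7 0.030 and Fdft1 0.050 for atorvastatin against vehicle, and Adipoq -0.0078 for atorvastatin against rosuvastatin. With 1 array left out at a time, values that took both signs ran -0.090 to 0.015 for Acat2, -0.032 to 0.046 for Ebp and -0.21 to 0.019 for Insig2 in rosuvastatin against vehicle. In atorvastatin against vehicle they ran -0.26 to 0.0096 for the cholesterol synthesis mean, -0.088 to 0.13 for Alb, -0.26 to 0.29 for Cyp51, -0.19 to 0.031 for Dhcr7, -0.16 to 0.099 for Fdft1, -0.40 to 0.028 for Hmgcs1, -0.20 to 0.055 for Idi1, -0.16 to 0.12 for Insig1, -0.23 to 0.039 for Mbtps1, -0.22 to 0.27 for Msmo1, -0.37 to 0.043 for Nsdhl and -0.0082 to 0.094 for Scap. In atorvastatin against rosuvastatin they ran -0.0025 to 0.23 for Alas1 and -0.034 to 0.089 for Fos. The cause of these sign changes was not tested.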

Other observations

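Means of the sterol lists and of the fatty acid and triglyceride synthesis list (3 measured genes) varied jointly from mouse to mouse within the groups. Over the 105 pairs of the 15 lists, list means (as deviations from the group means of the 18 mice) were correlated at an adjusted p under 0.05 in 14 pairs, 8 negative and 6 positive, by permutation of Pearson r, but in 5 pairs by rank correlation, of which 4 are among the 14. For each pair, the 2 mice farthest from the median were found on 1 of its lists. In 12 of the 14 pairs they were vehicle 5 and atorvastatin 4, and r was closer to 0 without these mice in all 12. Leaving out extreme mice tends to do so in pairs picked for a large r, so this count says little by itself. Cholesterol synthesis followed the SREBP pathway (r = 0.93, permutation p = 5e-05, adjusted p = 0.00525; rho = 0.91, p = 4e-05, adjusted p = 0.0042), although the lists share no gene, and r was 0.88 both without vehicle 5 and atorvastatin 4 and within the batch of 11 arrays. It also ran with the fatty acid and triglyceride synthesis list (r = 0.90, permutation p = 1e-04, adjusted p = 0.00525; rho = 0.68, p = 0.00395, adjusted p = 0.0691; r = 0.79 without those 2 mice and 0.85 within the batch). The measured genes of that list were Fasn, Scd1 and Mlxipl, with SDs between mice of a group of 0.96, 0.50 and 0.19. Fasn therefore weighs most in its mean, which stands for little of the pathway. Loess centres the genes of an array, which can set large lists against each other. With arrays shifted on the spike-in spots instead, which was tested after the results had been seen, r was 0.91 for the SREBP pathway and 0.92 for fatty acid and triglyceride synthesis, although an array-wide shift adds to a positive r. The negative relation of cholesterol synthesis to nuclear receptors and cofactors (r = -0.77) became 0.10, and 4 of the 8 negative pairs turned positive by Pearson r. By rank with the same shift, rho of nuclear receptors and cofactors was -0.22 with cholesterol synthesis and -0.23 with the SREBP pathway. It was -0.09 with fatty acid and triglyceride synthesis. For cholesterol synthesis with insulin and adipokine signalling rho was 0.11. The array-wide shift can by itself move a negative r or rho upwards, so this setting cannot tell it from a share owed to loess. Such a share stays open for the negative pairs.

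The genes with the widest spread between mice of a group, chosen after their values were seen, were Saa1 (SD 2.00), Saa2 (1.98) and Saa3 (1.76), then the fatty acid synthase gene Fasn (0.96), Cyp26a1, which degrades retinoic acid (0.94), the probe named Acas2 (0.89), Fdps (0.87) and Cyp8b1, of bile acid synthesis (0.75). The median SD over probes was 0.197, and 16 probes had an SD over 0.5.

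The tests on array brightness and without Saa1 to Saa3 here, and those of the rosuvastatin difference below, were chosen after the results had been seen. The cholesterol synthesis mean ran against the acute phase and complement mean over the 18 mice (r = -0.70, permutation p = 0.00162, adjusted p = 0.0196; rho = -0.58, permutation p = 0.0189, adjusted p = 0.0998), and all 16 cholesterol synthesis genes had a negative r. Array brightness is argued against (r = -0.713 with the medians of both channels removed), as is the image-reading batch (r = -0.848 within 11 arrays, permutation p = 0.00427). Vehicle 5 belongs to those 11 arrays, and r within them was not computed without it, so how far that r rests on this mouse is not known. Without atorvastatin 4 and vehicle 5, the mice farthest on the acute-phase mean, r was -0.46 (permutation p = 0.09) and rho -0.497, so the direction was the same and the p no longer under 0.05. With Saa1, Saa2 and Saa3 left out of the acute-phase mean, which kept Saa4, r was -0.766 (permutation p = 0.00095). With arrays shifted on the spike-in spots r was -0.486. That array-wide shift can by itself move r upwards, so this value cannot decide on loess. A share owed to loess on an array of chosen genes stays open. That a mouse in an acute phase may carry fewer sterol synthesis transcripts remains a hypothesis, which these mice cannot decide.

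The lower cholesterol synthesis mean with rosuvastatin (-0.37, SE 0.227) did not pass its test, and without vehicle 5 it was -0.54 (adjusted p = 0.195 by fry). Within the largest image-reading batch the difference was 0.064 (SE 0.211), but -0.15 without vehicle 5 and -0.01 without rosuvastatin 5, so its sign rests on single mice, whereas with the image-reading batch as a term over all arrays it was -0.30 (SE 0.245), and the errors of these values overlap. With the acute-phase mean of each mouse as a covariate the difference over all arrays was -0.53 (SE 0.173), but that mean is itself a measured outcome. A part played by the batch therefore stays open, as does an effect of rosuvastatin.

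Each contrast was set against 100 of the 462 splits of its 12 arrays, the real one included. The real counts of 0 probes and 0 lists past the adjusted threshold are reached by all 100 splits of any contrast by definition, so they say nothing about chance. The highest other counts of probes and lists were 19 and 2 for rosuvastatin against vehicle, 3 and 2 for atorvastatin against vehicle, and 1 and 1 for atorvastatin against rosuvastatin. At an unadjusted p under 0.05, 38 splits gave at least the real 12 probes for rosuvastatin against vehicle (highest other 40), 16 gave at least the real 16 for atorvastatin against vehicle (highest other 59) and 21 gave at least the real 10 for atorvastatin against rosuvastatin (highest other 22), so chance was not excluded for these counts. The split with 19 probes, the most of the 99 others, exchanged vehicle 5 and rosuvastatin 5 and left the remaining mice in their groups, with the largest image-reading batch divided 4 and 4. As the extreme of 99 splits, this count does not show what produced it, and a structure of the samples was not tested.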
